A study of Medicago ruthenica with 9 samples. Its data were reported in "Utilization of Transcriptome, Small RNA, and Degradome Sequencing to Provide Insights Into Drought Stress and Rewatering Treatment in Medicago ruthenica" (2021).

How the data were processed

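Leaf RNA of Medicago ruthenica was sequenced in 9 libraries, 3 each of watered control plants (CK), plants after 15 days without water (DS) and rewatered plants (RW). The labels give an age of 4 weeks, which in the study's methods is the age when the groups were formed, before treatment. Plants were grown 8 to a pot per the labels. Relative soil moisture was kept over 80% in CK and had dropped to 20% on day 15 in DS. CK and DS leaves were harvested on that day and RW leaves 2 days after rewatering, so that CK and RW were harvested on different days. The labels do not say whether the replicates came from separate plants or pots, so p-values measure the spread between these libraries only.

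The authors deposited 1 table of TPM values (abundance divided by unigene length and scaled to the same library total) with the length of each unigene in bp, annotation and no read counts. According to the study's methods, reads were trimmed with Cutadapt and in-house scripts, assembled de novo with Trinity, the longest transcript of each cluster was taken as the unigene, and abundance was estimated with Salmon. The submitters' processing notes name HISAT2 2.0 and StringTie 1.3.0 with no role stated. TPM does not keep the sequencing depth, so the depth per library is unknown and no counting interval or detection floor was computed. The median unigene length was 497 bp. Unigenes that share reads, as copies of a gene family or alleles assembled apart do, cannot be separated from TPM.

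Because no counts were used, the TPM branch of the design was followed: limma 3.58.1 and statmod 1.5.0 in R 4.3.3 on log2(TPM + 1), for unigenes with at least 1 TPM in at least 3 libraries. Of 52457 unigenes, 44538 were tested and 7919 were not. All 9 libraries entered a single fit of 3 group means (residual df 6, prior df 3.54; empirical Bayes with trend and robust options), and 4 contrasts were taken: DS vs. CK, DS vs. RW, RW vs. CK, and DS against the mean of CK and RW. A unigene was called, and is named a DEG here, at a two-sided Benjamini-Hochberg adjusted p under 0.05 with a log2 fold change beyond 1 in size. Adding 1 to TPM shrinks the fold change of low unigenes, so printed log2 fold changes understate ratios of TPM where a group is near 0. An exact permutation test of 3 against 3 libraries cannot give a p under 0.1, so the p-values rest on limma's model. Chance puts all 3 libraries of a group on one side of the other group for 10% of unigenes.

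Groups, tests, the gene lists, the rule for named unigenes and most alternatives were fixed before the data were examined. The 40 lists with enough members were matched as text in the protein descriptions, and 4 more lists are those the study chose on these samples. Lists of 5 or more tested unigenes were tested with camera of limma, with a preset inter-gene correlation of 0.01 and again with an estimated one, adjusted over all lists of a contrast. Called members are counted over all tested unigenes and adjusted over the list alone. KEGG and GO categories of 10 to 500 tested unigenes were tested with two-sided Fisher's exact tests among tested unigenes with such annotation (8867 for KEGG, 122 categories; 22843 for GO, 1428 categories), higher and lower apart. Named unigenes are, per contrast, the 8 largest increases and 8 largest decreases among DEGs whose 3 libraries of a group all lay on one side of the other 3, with a mean of at least 20 TPM in the higher group and a described protein; up to 3 DEGs per list with the smallest p and the best of the rarer direction; and unigenes that the study singles out. The text prints a part of these. Symbols are those of the closest SwissProt entry in the deposited annotation and can differ from the description.

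The overlap of DS vs. CK with DS vs. RW was set against independent lists and against 20 simulations of unchanged groups that share the DS libraries. The return after rewatering was the ratio of fitted log2 differences per DEG. Alternatives were an unadjusted p, no minimum fold, only the 6 libraries of a pair, the replicate number as a block, each library left out in turn, pseudocounts of 0.1 and 5, no filter or 5 TPM in 3 libraries, 1 unigene per Trinity component, an estimated correlation, and DEGs called and measured on different CK libraries. Median-of-ratios scaling, quantile normalization, TPM summed by protein description or by SwissProt symbol, and lists without RW replicate 2 were added after the data were seen.

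The steps were tested on simulated data with 44538 genes and 200 planted changes. Changes were planted only in unigenes with a mean of at least 5 TPM, so the percentages do not cover lower ones. For DS vs. CK, 2% of planted log2 changes of 1, 68% of 2, 84% of 3 and 98% of 5 were recovered with 2 false calls. For DS vs. RW, 6% of changes of 1, 22% of 1.5 and 78% of 2.5 were recovered with 3 false calls, and for RW vs. CK 20% of 1.5 and 74% of 2.5 with 4 false calls. A planted list was found, 0 of 20 random lists were called by camera, and a planted return of 0.5 was recovered as 0.507. Noise was drawn independently for each gene, so the random lists could not show false calls that correlated members cause.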

Results

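Leaves of Medicago ruthenica, a perennial forage legume, were profiled by RNA sequencing in 3 groups of 3 libraries. Plants were 4 weeks old when treatment began. CK plants were watered every 3 days, DS plants went 15 days without water, and RW plants were dried in the same way and harvested 2 days after water was returned. The deposited table held TPM values for 52457 unigenes, the transcripts of a de novo assembly. They summed to between 994748 and 996266 per library, so the depth behind each value was unknown and no counting interval could be given. Of these unigenes, 44538 reached 1 TPM in at least 3 libraries and were tested, and 28973 of the tested ones had a protein description. Across tested unigenes, which are not independent replicates, Pearson's r of log2(TPM + 1) lay between 0.875 and 0.887 within CK, between 0.878 and 0.886 within DS, and between 0.788 and 0.845 for CK against DS. RW replicates 1 and 3 correlated at 0.904 with each other, at 0.874 to 0.900 with CK, and at 0.813 to 0.855 with DS. RW replicate 2 stood apart from the other 8 libraries on the second principal component, and its r with them ran from 0.803 to 0.865. It held 3618 unigenes at 5 TPM or more that stayed under 0.5 TPM in each of the other 8 libraries, and these made 5.23% of its summed TPM against at most 0.182% in any other library.

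**Figure D1:**
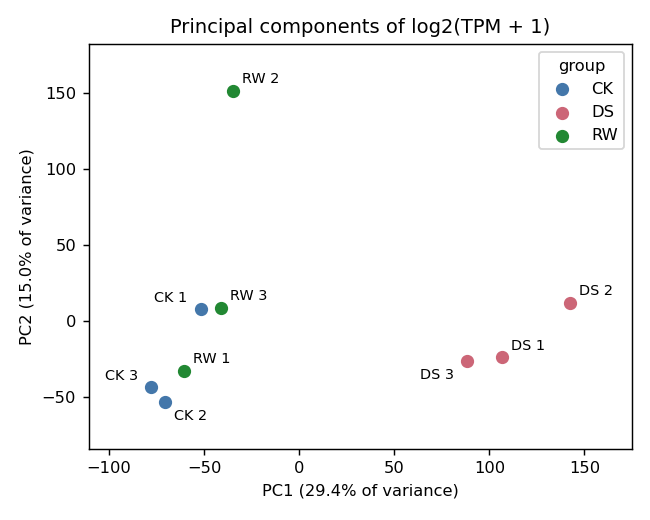
Principal components 1 (29.4% of the variance) and 2 (15.0%) of log2(TPM + 1) over 44538 tested unigenes, 1 point per library, coloured by group. The 3 DS libraries lie on the right of the first component, and RW replicate 2 lies alone at the top of the second.

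The comparison of DS with CK asked which leaf transcripts differed after 15 days without water. The largest increase among DEGs with a named protein was that of ERF109 (TRINITY_DN16242_c0_g1), an ethylene response factor, from 0.0533 ± 0.0611 TPM in CK to 564 ± 139 TPM in DS (mean ± SD, n = 3 libraries per group), a log2 fold change of 9.04 (SE 0.47, limma adjusted p = 1.61e-05). NCED1 (TRINITY_DN24976_c0_g1), which catalyses the rate-limiting step of abscisic acid (ABA) synthesis, rose from 7.21 ± 0.859 to 149 ± 55.7 TPM (log2 fold change 4.13, SE 0.51). CYP707A3 (TRINITY_DN20125_c1_g1), which breaks ABA down, rose from 1.56 ± 1.20 to 119 ± 30.1 TPM (5.64, SE 0.51), and TIFY10A (TRINITY_DN16559_c0_g6), a JAZ repressor of jasmonate signalling, from 80.2 ± 23.0 to 1150.0 ± 250.8 TPM (3.84, SE 0.26). SRK2E (TRINITY_DN19936_c0_g1), the SnRK2 kinase that acts in ABA-driven stomatal closure, fell from 82.1 ± 12.9 to 8.01 ± 1.21 TPM (−3.20, SE 0.20). DRM1 (TRINITY_DN21447_c0_g1), a dormancy-associated protein, fell from 1458 ± 536 to 73.1 ± 39.3 TPM (−4.34, SE 0.41).

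In DS vs. CK, 1066 unigenes rose and 1143 fell (limma, adjusted p under 0.05 and log2 fold change beyond 1), and 1708 of these 2209 DEGs had a protein description. Fold changes above 8 were found for 246 of the increases and 83 of the decreases, and the smallest adjusted p was 1.18e-06. The median log2 fold change of all tested unigenes was −0.19 with TPM as deposited, −0.05 after median-of-ratios scaling and −0.04 after quantile normalization, and single changes are to be read relative to that shift. Increases made 48.3% of the DEGs with TPM as deposited, 63.5% after median-of-ratios scaling (1338 increases and 768 decreases) and 61.0% after quantile normalization (1222 and 782). The increases dropped to 570 without CK replicate 3 and to 644 without DS replicate 2. The decreases dropped to 518 without CK replicate 2, 352 without CK replicate 3, 586 without DS replicate 1 and 417 without DS replicate 2. Lists below were also counted with each library left out in turn, the third group's libraries included since they share the fit, and CK 1 stands for CK replicate 1. Where a count moved by over 1.5 times, the higher and lower calls without that library close the paragraph.

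**Figure D2:**
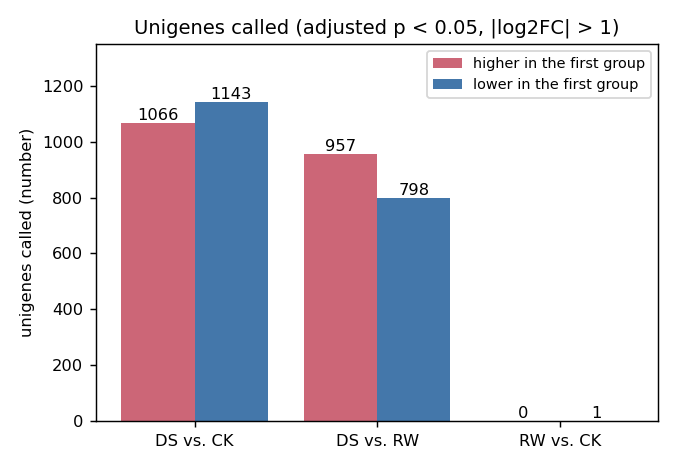
Bars count the unigenes called higher and lower in each comparison (limma, 44538 tested). DS vs. CK had 1066 and 1143, DS vs. RW 957 and 798, and RW vs. CK a single decrease.

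Some transcription factors of the stress and hormone pathways rose and others fell. Of 80 ethylene response factors, 18 rose, 4 fell and 58 were not called (21 and 7 adjusted over the list alone). ERF017 rose from 0.0733 ± 0.0945 to 185 ± 67.2 TPM (log2 fold change 7.37) and ERF026 from 1.54 ± 0.442 to 62.9 ± 13.2 TPM (4.65), while RAP2-4 fell (−1.89). The list as a whole moved up (median 0.35, camera adjusted p = 4.77e-07, adjusted p = 0.0765 with an estimated correlation). Among 20 DREB/CBF factors, which bind dehydration-responsive promoter elements, 5 rose and 15 were not called (8 up and 1 down adjusted over the list alone). DREB1E rose from 0.0800 ± 0.139 to 110 ± 76.1 TPM (6.47, SE 0.51), DREB1D by 5.44 and DREB3 by 4.27 on the log2 scale, and the list's camera adjusted p was 3.63e-05 (adjusted p = 0.0940 with an estimated correlation). Of 63 NAC factors, 10 rose, 4 fell and 49 were not called (10 and 6 adjusted over the list alone). NAC081 (TRINITY_DN19987_c0_g1) rose from 32.8 ± 1.40 to 770 ± 192 TPM (4.48), NAC002 rose (3.77) and NAC073 fell (−1.56). The NAC list moved up (camera adjusted p = 0.00394, adjusted p = 0.0940 with an estimated correlation). Among 83 WRKY factors, 10 rose, 5 fell and 68 were not called (15 and 6 adjusted over the list alone). WRKY53 rose from 8.06 ± 2.72 to 368 ± 101 TPM (5.37) and WRKY40 (TRINITY_DN15305_c0_g1) by 4.74, while WRKY70 (−3.88) and WRKY69 (−2.48) fell. The WRKY list was called up with a mean of 0.12 and a median of −0.02 that turned positive under both scalings (0.16 and 0.12), with camera adjusted p = 0.0202, adjusted p = 0.688 with an estimated correlation, and 0.0608 after quantile normalization. Ethylene response factor calls by limma were 14 and 2 without CK 2 or DS 2, 15 and 2 without CK 3 and 17 and 2 without DS 3. NAC calls were 7 and 1 without CK 2, 6 and 1 without CK 3 or DS 2, 8 and 2 without DS 1 and 9 and 2 without RW 3. WRKY calls were 6 and 3 without CK 3, 6 and 4 without DS 2 and 10 and 3 without DS 3. The ethylene response factor median was 0.22 without DS 2, the NAC median (0.08 with all libraries) 0.20 without CK 2, 0.17 without CK 3, 0.14 without DS 1, 0.02 without DS 2 and 0.19 without DS 3, and the WRKY median −0.11 without CK 1, 0.17 without CK 2, 0.13 without CK 3, 0.10 without DS 1, −0.15 without DS 2 and −0.05 without DS 3.

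The 19 JAZ/TIFY repressors of jasmonate signalling gave the smallest list p of those fixed in advance. Of these, 9 rose and 10 were not called (11 rose adjusted over the list alone), with a median log2 fold change of 1.87 (camera adjusted p = 1.3e-12, adjusted p = 0.0765 with an estimated correlation). TIFY11C rose from 4.66 ± 1.47 to 242 ± 123 TPM (5.34) and TIFY10B from 47.9 ± 14.9 to 831 ± 112 TPM (4.12). Of 51 unigenes of jasmonate biosynthesis, 5 rose, 1 fell and 45 were not called (5 and 1 adjusted over the list alone), and the list was not called (camera up, adjusted p = 0.0817; median −0.07, turning to 0.10 and 0.03 under the scalings; the fall was not called after median-of-ratios scaling). The median of the jasmonate biosynthesis list ranged from −0.26 to 0.14 with 1 library left out. The list's increases included OPR3 (2.84) and AOS1, an allene oxide synthase (1.41). In the ABA pathway, 2 of 23 metabolic unigenes rose, NCED1 and CYP707A3, and 21 were not called (2 up and 4 down adjusted over the list alone); the median of that list was −0.38, its mean 0.12 and its camera direction up (adjusted p = 0.809). Of 9 ABA receptors, PYL8 fell from 13.3 ± 5.62 to 1.87 ± 0.706 TPM (−2.27) and 8 were not called (2 up and 1 down adjusted over the list alone), with a median of −0.23, a mean of 0.11 and a camera direction up (adjusted p = 0.625), and 1 rose and 1 fell under either scaling. The median of the ABA receptor list ranged from −0.23 to 0.05 with 1 library left out. Of 77 protein phosphatases 2C, the family that holds ABA co-receptors, 6 rose, 2 fell and 69 were not called (7 and 3 adjusted over the list alone). At2g30020 rose from 16.2 ± 1.18 to 420 ± 94.5 TPM (4.59), At1g48040 rose (3.06) and At4g31860 fell (−1.70), and the list's median of −0.07 turned positive under both scalings (0.11 and 0.05) while its mean was 0.08 (camera adjusted p = 0.189). Among 16 SnRK2 kinases, SAPK2 rose from 26.3 ± 7.70 to 158 ± 25.6 TPM (2.57), SRK2E fell and 14 were not called, the same numbers as adjusted over the list alone (2 rose after median-of-ratios scaling; camera adjusted p = 0.970). Jasmonate biosynthesis calls by limma were 5 and 0 without CK 1, DS 3 or RW 1, 2 and 0 without CK 2, CK 3 or DS 1 and 3 and 0 without DS 2. ABA metabolism calls were 2 and 1 without CK 2, CK 3 or DS 3. ABA receptor calls were 1 and 1 without RW 2. Phosphatase 2C calls were 5 and 1 without CK 1, 4 and 1 without CK 3 or DS 1 and 5 and 4 without DS 3. SnRK2 calls were 2 and 1 without DS 3.

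**Figure D3:**
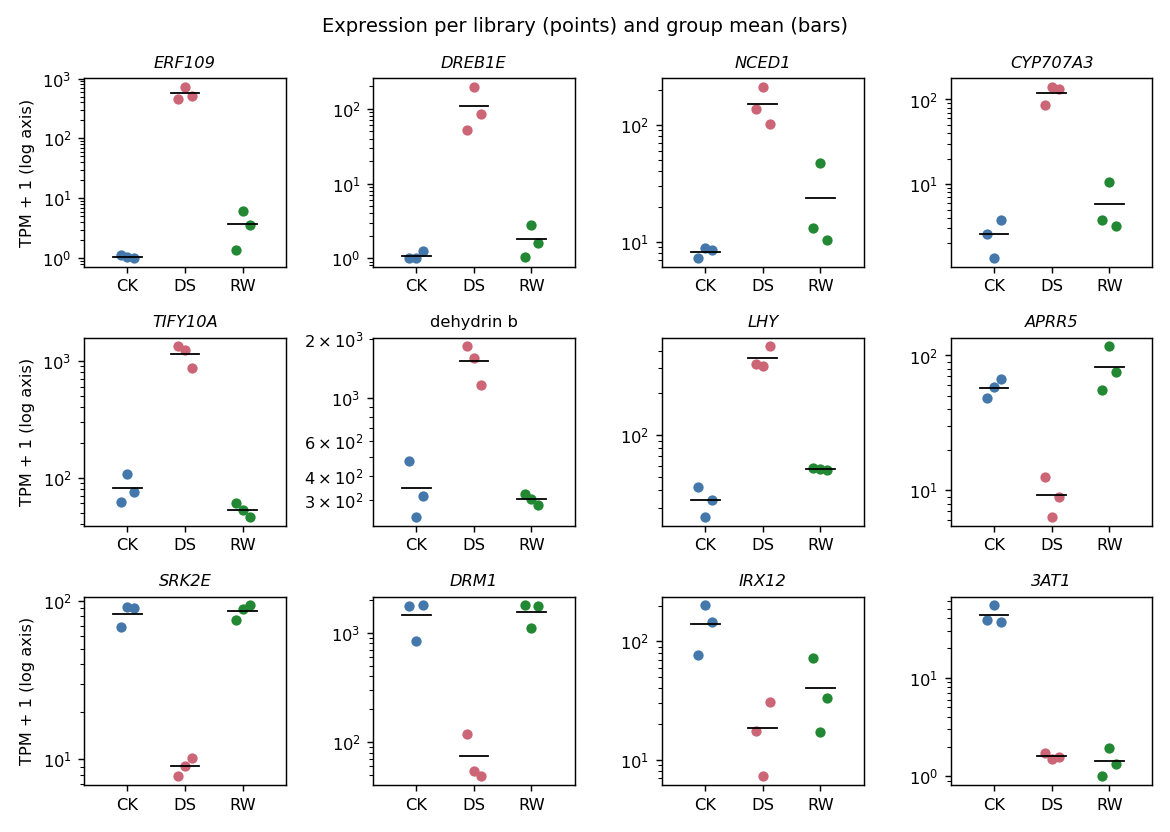
Abundance (TPM + 1, log axis) of 12 unigenes in each library, with bars at the group means, for CK, DS and RW. ERF109 averaged 0.0533, 564 and 2.69 TPM in the 3 groups, SRK2E 82.1, 8.01 and 85.2 TPM, and 3AT1 42.0, 0.593 and 0.420 TPM.

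Part of the protective proteins and calcium sensors rose. Of 197 heat shock proteins and factors, 24 rose, 6 fell and 167 were not called (31 and 9 adjusted over the list alone; camera adjusted p = 6.46e-06, adjusted p = 0.130 with an estimated correlation), and 3 fell after quantile normalization. MED37C, annotated as a heat shock cognate protein, rose from 5.89 ± 1.89 to 129 ± 45.5 TPM (4.20), and the heat stress factor HSFA3 fell from 15.3 ± 1.69 to 1.82 ± 0.442 TPM (−2.54). Of 24 LEA proteins and dehydrins, which protect dehydrating cells, 6 rose, 1 fell and 17 were not called (8 and 2 adjusted over the list alone; camera adjusted p = 0.0115, adjusted p = 0.0940 with an estimated correlation, and 0.0608 after quantile normalization), and the fall was not called after median-of-ratios scaling. Dehydrin b (TRINITY_DN19327_c0_g1) rose from 345 ± 120 to 1540.3 ± 342.5 TPM (2.19, SE 0.27), dehydrin ERD14 (TRINITY_DN19327_c0_g2) by 2.15 and dehydrin HIRD11 (TRINITY_DN17256_c0_g3) by 1.91. Of 128 calcium sensors, 16 rose, 3 fell and 109 were not called (18 and 7 adjusted over the list alone), with 18 and 1 after quantile normalization. CML26 rose from 33.8 ± 2.26 to 801 ± 44.5 TPM (4.53), CML24 rose (3.19) and CML25 fell (−2.84). That list's camera adjusted p was 0.0291 (adjusted p = 0.723 with an estimated correlation), 0.0588 without CK replicate 3, 0.0729 without DS replicate 1 and 0.0608 after quantile normalization. Its mean was 0.17 and its median 0.02, which ranged from −0.14 to 0.03 with 1 library left out. Of 64 glutathione S-transferases, 7 rose, 3 fell and 54 were not called (9 and 4 adjusted over the list alone). HSP26-A (TRINITY_DN18844_c0_g2), described as a glutathione S-transferase, rose from 48.3 ± 35.8 to 387 ± 124 TPM (3.22) and GSTU18 fell (−1.63). The list was called up (camera adjusted p = 0.0217, adjusted p = 0.130 with an estimated correlation), with 0.0755 without CK replicate 3 and 0.170 after quantile normalization. Of 39 antioxidant enzymes, 1 rose (1 adjusted over the list alone; camera adjusted p = 0.0817): GPX6, a glutathione peroxidase, by 2.23, a call that ended without CK replicate 3 (2.07). PUMP5, a mitochondrial uncoupling protein, rose from 168 ± 23.9 to 1696 ± 213 TPM (3.33). Heat shock calls by limma were 16 and 3 without CK 1, 19 and 3 without CK 2, 12 and 3 without CK 3, 15 and 3 without DS 1 and 14 and 3 without DS 2. LEA calls were 5 and 0 without CK 3 or DS 1 and 4 and 0 without DS 2. Calcium sensor calls were 13 and 1 without CK 2, 9 and 1 without CK 3, 11 and 1 without DS 1, 10 and 1 without DS 2 and 16 and 1 without RW 1. Glutathione S-transferase calls were 3 and 2 without CK 3 and 4 and 2 without DS 1 or DS 2. Antioxidant calls were 0 and 0 without CK 3.

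Some carbohydrate genes rose and others fell, and part of the falls depended on the scaling. Of 34 unigenes of starch breakdown, 5 rose, 3 fell and 26 were not called (7 and 5 adjusted over the list alone), with a median of −0.32, a mean of 0.03 and a camera direction up (adjusted p = 0.325), and 5 rose and 1 fell under either scaling. The median ranged from −0.42 to −0.11 with 1 library left out. The beta-amylases BMY1 (3.07) and BAM1 rose, as did BAM9 (2.71), which lacks amylase activity. Of 18 raffinose and galactinol unigenes, 3 rose, 2 fell and 13 were not called (3 and 2 adjusted over the list alone; camera adjusted p = 0.362). RFS, described as a galactinol-sucrose galactosyltransferase, rose from 5.36 ± 1.18 to 24.9 ± 2.39 TPM (2.04), and 2 unigenes named RFS1 fell, TRINITY_DN21971_c0_g1 from 30.5 ± 6.48 to 2.92 ± 1.57 TPM (−3.05) and TRINITY_DN23716_c0_g3 by a log2 fold change of −2.96. Of 18 trehalose unigenes, 2 rose, 1 fell and 15 were not called (2 and 1 adjusted over the list alone; camera adjusted p = 0.881), a fall that was not called under either scaling, and TPPA (TRINITY_DN21836_c0_g1), a trehalose-phosphate phosphatase, rose from 35.9 ± 8.91 to 157 ± 60.5 TPM (2.05). Of 13 unigenes of proline metabolism, 1 rose (1 adjusted over the list alone; camera adjusted p = 0.120), the proline dehydrogenase POX1 (2.05), whose call ended without CK replicate 2 (2.13), CK replicate 3 (1.70), DS replicate 1 (1.96) or DS replicate 2 (1.89). Starch calls by limma were 4 and 1 without CK 1, 3 and 0 without CK 2, 3 and 1 without CK 3, DS 1 or DS 3, 5 and 0 without DS 2 and 5 and 1 without RW 3. Raffinose calls were 1 and 2 without DS 2. Trehalose calls were 2 and 0 without CK 1, DS 2, DS 3, RW 2 or RW 3 and 1 and 0 without CK 2, CK 3 or DS 1. Proline calls were 0 and 0 without CK 2, CK 3, DS 1 or DS 2 and 1 and 1 without RW 2.

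The largest fall of a fixed list was that of the 34 xylem and secondary wall markers, laccases, secondary wall cellulose synthases and related proteins. Its median was −2.05, with 10 fallen and 24 not called (1 up and 19 down adjusted over the list alone), and its camera adjusted p was 6.46e-06 (adjusted p = 0.551 with an estimated correlation). The summed abundance of the list per library ran from 414 to 1316 TPM in CK, from 56.6 to 247 TPM in DS and from 131 to 551 TPM in RW. The laccase IRX12 (TRINITY_DN13025_c0_g4) fell from 140 ± 62.4 to 17.4 ± 11.7 TPM (−3.06) and COBL4 (TRINITY_DN17142_c0_g2), a COBRA-like protein, from 11.3 ± 6.13 to 0.633 ± 0.828 TPM (−2.85). Both calls ended without CK replicate 2 (−2.75 and −2.57), CK replicate 3 (−2.99 and −2.60), DS replicate 1 (−3.14 and −2.76) or DS replicate 2 (−2.50 and −2.56), and the fallen members of the list numbered 4 after median-of-ratios scaling and 5 after quantile normalization. Of 124 pectin-modifying unigenes, 1 rose, 8 fell and 115 were not called (2 and 10 adjusted over the list alone; camera adjusted p = 0.0593), with 2 risen and 4 or 5 fallen under those scalings. Of 46 expansins and xyloglucan enzymes, 5 rose, 1 fell and 40 were not called (5 and 3 adjusted over the list alone; camera adjusted p = 0.785). XTH23 rose from 1.22 ± 0.303 to 31.0 ± 6.62 TPM (3.84) and EXPA3 fell from 10.4 ± 1.64 to 1.79 ± 0.183 TPM (−2.03). Of 186 cell division markers, 1 rose, 5 fell and 180 were not called (4 fell adjusted over the list alone; 3 fell after median-of-ratios scaling; camera adjusted p = 0.159), and a histone H2A (TRINITY_DN14116_c0_g2) fell from 99.0 ± 13.4 to 31.8 ± 7.23 TPM (−1.62). Of 155 auxin response unigenes, 5 rose, 8 fell and 142 were not called (6 and 8 adjusted over the list alone; camera adjusted p = 0.881). ARG7 rose (3.57) and SAUR32 fell from 43.4 ± 12.9 to 8.23 ± 1.47 TPM (−2.24). Xylem calls by limma were 0 and 0 without CK 2, CK 3, DS 1 or DS 2 and 0 and 3 without RW 3. Pectin calls were 0 and 8 without CK 1, 0 and 1 without CK 2, CK 3 or DS 2, 0 and 5 without DS 1, 2 and 9 without RW 2 and 0 and 6 without RW 3. Expansin calls were 2 and 1 without CK 1, 1 and 1 without CK 3, DS 1 or DS 2, 2 and 2 without DS 3, 3 and 2 without RW 1, 2 and 3 without RW 2 and 3 and 1 without RW 3. Cell division calls were 0 and 4 without CK 1, DS 1, DS 3 or RW 1, 0 and 1 without CK 2, 0 and 3 without CK 3, 1 and 2 without DS 2, 0 and 7 without RW 2 and 0 and 5 without RW 3. Auxin response calls were 2 and 8 without CK 1, 2 and 5 without CK 2, 2 and 3 without CK 3, 4 and 5 without DS 1, 3 and 5 without DS 2 and 3 and 6 without RW 1 or RW 3.

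Few photosynthesis genes passed the test. Of 25 light-harvesting unigenes, 1 rose, 1 fell and 23 were not called, as adjusted over the list alone (camera adjusted p = 0.316), where the fall was not called after median-of-ratios scaling, and the increase was SEP2 (2.17), a stress-enhanced member of that family. Their summed abundance ran from 41281 to 62560 TPM in CK and from 12593 to 41661 TPM in DS. The 41 photosystem subunits held no call by limma (camera adjusted p = 0.328; 1 fall after quantile normalization), and of 30 Calvin cycle unigenes 2 fell and 28 were not called (2 adjusted over the list alone; 1 under either scaling; camera adjusted p = 0.690). CP12-2, a regulatory protein of the cycle, fell from 654 ± 69.4 to 219 ± 48.9 TPM (−1.60). Of 31 unigenes of chlorophyll breakdown and senescence, 4 rose and 27 were not called (4 up and 1 down adjusted over the list alone; camera adjusted p = 0.0294, adjusted p = 0.199 with an estimated correlation), with 0.0818 without CK replicate 2 and 0.107 after quantile normalization. Of 92 flavonoid unigenes, 3 rose, 1 fell and 88 were not called (3 and 1 adjusted over the list alone). 3AT1 (TRINITY_DN23805_c0_g4), named for an anthocyanin acyltransferase, fell from 42.0 ± 9.73 to 0.593 ± 0.117 TPM (−4.74). The flavonoid list was called up (camera adjusted p = 0.0207, adjusted p = 0.399 with an estimated correlation), with 0.0818 without CK replicate 2, 0.0729 without DS replicate 1 and 0.0846 after quantile normalization. Ferritin PFE2, an iron store of plastids, fell from 580 ± 248 to 148 ± 64.4 TPM (−1.99). Light-harvesting calls by limma were 1 and 0 without CK 1, CK 2, CK 3, DS 1, DS 2, RW 1, RW 2 or RW 3 and 1 and 2 without DS 3. Photosystem calls were 0 and 2 without DS 3 or RW 2. Calvin cycle calls were 0 and 1 without CK 1, CK 2, CK 3, DS 1 or DS 2. Chlorophyll breakdown calls were 0 and 1 without CK 1 or DS 2, 2 and 0 without CK 2, 1 and 0 without CK 3 and 0 and 0 without DS 1. Flavonoid calls were 0 and 1 without CK 3, 1 and 1 without DS 1 or DS 3 and 5 and 1 without RW 2.

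Some clock genes rose and others fell. Of 30 unigenes, 4 rose, 8 fell and 18 were not called (4 and 10 adjusted over the list alone), and the list's median of −0.12 turned positive under both scalings (0.06 and 0.01) with no list call (camera adjusted p = 0.328). The median ranged from −0.30 to 0.01 with 1 library left out. LHY, a morning-phased repressor, rose from 33.0 ± 8.20 to 356 ± 65.9 TPM (3.41, SE 0.22), and REVEILLE 8 (TRINITY_DN20351_c0_g1) from 32.4 ± 10.2 to 194 ± 24.2 TPM (2.59). APRR5 (TRINITY_DN22738_c0_g1), a pseudo-response regulator, fell from 56.8 ± 9.22 to 8.28 ± 3.11 TPM (−2.68, SE 0.32). The protein description of that unigene names APRR9. TRINITY_DN24677_c0_g1, also of symbol APRR5 (0.05), was not called. Nor were TRINITY_DN24677_c0_g4 (0.07) and TRINITY_DN19544_c0_g2 (0.05), described as APRR5. The hour of harvest is not given for any group. Clock calls by limma were 2 and 6 without CK 2, CK 3 or DS 2 and 2 and 7 without DS 1 or DS 3.

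Among the other lists, 360 ribosomal proteins were called up with 1 increase over all genes and a mean of 0.06, while the median of −0.01 turned positive under both scalings (0.15 and 0.02). Their camera adjusted p was 0.0132 (adjusted p = 0.723 with an estimated correlation), with 0.0778 without CK replicate 2, 0.0589 without CK replicate 3, 0.324 without DS replicate 1, 0.107 without DS replicate 2 and 0.226 after quantile normalization. Of 107 pathogenesis-related unigenes, 5 rose, 9 fell and 93 were not called (5 and 14 adjusted over the list alone; camera adjusted p = 0.0650), with 5 falls under either scaling, and the chitinase CHI4 rose from 10.4 ± 3.23 to 172 ± 22.9 TPM (3.95). Of 577 NBS-LRR resistance unigenes, 9 rose, 3 fell and 565 were not called (7 and 1 adjusted over the list alone; 10 and 1 after median-of-ratios scaling; camera adjusted p = 0.209). Of 48 cuticle and wax unigenes 4 rose and 1 fell (5 and 5 adjusted over the list alone; 6 and 5 rises after median-of-ratios scaling and quantile normalization, the fall not called by limma in either; camera adjusted p = 0.305), and of 273 transposon-derived unigenes 3 rose and 3 fell (3 and 2 adjusted over the list alone; camera adjusted p = 0.809). The 42 phloem markers held 2 decreases (1 up and 2 down adjusted over the list alone, 1 and 2 after median-of-ratios scaling, and 2 and 2 after quantile normalization; camera adjusted p = 0.606), both of F-box proteins named for a phloem lectin domain, PP2A13 (−2.11) among them. Of 35 aquaporins 1 fell (1 up and 5 down adjusted over the list alone; camera adjusted p = 0.849), and of 27 pollen and flower markers 1 fell (1 adjusted over the list alone; camera adjusted p = 0.865). The 23 unigenes of phenylpropanoid entry (camera adjusted p = 0.101) and the 8 guard cell markers (camera adjusted p = 0.872) held no call by limma over all genes, with 1 up and 1 down in the former adjusted over the list alone and 1 rise after median-of-ratios scaling. The SnRK2, raffinose, expansin, NBS-LRR, cuticle and trehalose lists were not called; their camera direction was up while the medians and means of the first 5 were negative and the trehalose list had a median of −0.15 and a mean of 0.07. Medians also changed sign under both scalings for the NBS-LRR and guard cell lists, under median-of-ratios scaling for the SnRK2, raffinose, Calvin cycle and cuticle lists, and under quantile normalization for the trehalose and pollen lists. The root and nodule list had 1 tested member, so it was not tested as a list. Ribosomal calls by limma were 1 and 1 without CK 2 or RW 2, 0 and 0 without CK 3 and 0 and 1 without DS 2. Pathogenesis-related calls were 3 and 3 without CK 1, CK 2 or DS 3, 3 and 1 without CK 3, 4 and 2 without DS 1, 3 and 2 without DS 2, 5 and 5 without RW 1 and 4 and 3 without RW 3. NBS-LRR calls were 8 and 1 without CK 1 or DS 2, 11 and 1 without CK 2 or DS 3, 6 and 0 without CK 3 or DS 1 and 9 and 1 without RW 1. Cuticle calls were 1 and 1 without CK 1, 2 and 0 without CK 2 or DS 1, 1 and 0 without CK 3, 0 and 0 without DS 2, 5 and 3 without DS 3 and 4 and 0 without RW 1, RW 2 or RW 3. Transposon calls were 3 and 1 without CK 1 or DS 1, 2 and 0 without CK 3 or DS 2, 3 and 0 without DS 3 and 3 and 7 without RW 2. Phloem calls were 0 and 1 without CK 2, CK 3, DS 1, DS 3 or RW 3, 1 and 1 without DS 2 and 1 and 2 without RW 2. Aquaporin calls were 1 and 2 without CK 1, 0 and 0 without CK 3, DS 1 or DS 2 and 0 and 2 without DS 3. Pollen calls were 0 and 0 without CK 2 or DS 2. Phenylpropanoid entry calls were 1 and 1 without CK 2. The ribosomal median was 0.09 without CK 1, −0.02 without CK 2, −0.08 without CK 3, −0.03 without DS 1 or DS 2 and 0.17 without DS 3.

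KEGG and GO categories were tested by Fisher's exact test. Plant hormone signal transduction held 39 of the annotated increases among its 489 unigenes (adjusted p = 2.37e-05) and the MAPK signaling pathway 27 among 314 (adjusted p = 0.000194). The decreases were enriched for circadian rhythm, with 13 of 98 (adjusted p = 0.000282). Among GO terms the increases were enriched for response to chitin, with 33 of 96 (adjusted p = 7.82e-23), response to wounding, with 32 of 191 (adjusted p = 3.42e-12), and the ethylene-activated signaling pathway, with 22 of 147 (adjusted p = 3.04e-07). Secondary cell wall biogenesis held 16 decreases among 56 unigenes (adjusted p = 3.65e-08), a GO call that ended without CK replicate 2, CK replicate 3, DS replicate 1 or DS replicate 2 (adjusted p = 1 each), without RW replicate 3 (0.763) and after median-of-ratios scaling (0.118). Lists that the study picked on these samples are not independent evidence of a direction. Of its 29 hormone and MAPK unigenes 10 rose, 4 fell and 15 were not called (14 and 8 adjusted over the list alone; camera adjusted p = 0.0139, adjusted p = 0.305 with an estimated correlation, and 0.0614 after quantile normalization), and of its 30 plant-pathogen and MAPK unigenes 7 rose, 4 fell and 19 were not called (12 and 12; camera adjusted p = 0.144), with a median of 0.24, a mean of −0.13 and a camera direction up. Of its 21 miRNA targets 15 rose and 6 were not called (16 rose; camera adjusted p = 7.46e-24, adjusted p = 0.00857 with an estimated correlation), and of its 10 qRT-PCR unigenes 6 rose, 3 fell and 1 was not called (6 and 3; camera adjusted p = 9.99e-05, adjusted p = 0.0765 with an estimated correlation). The unigene not called was XTH6, a xyloglucan enzyme (log2 fold change 0.79, adjusted p = 0.0721). Hormone and MAPK calls by limma were 6 and 3 without CK 2, DS 1 or DS 2 and 5 and 2 without CK 3. Plant-pathogen and MAPK calls were 5 and 2 without CK 3 and 8 and 9 without RW 2. The median of that list ranged from −0.06 to 0.46 with 1 library left out. MiRNA target calls were 9 and 0 without CK 3 or DS 1.

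**Figure D4:**
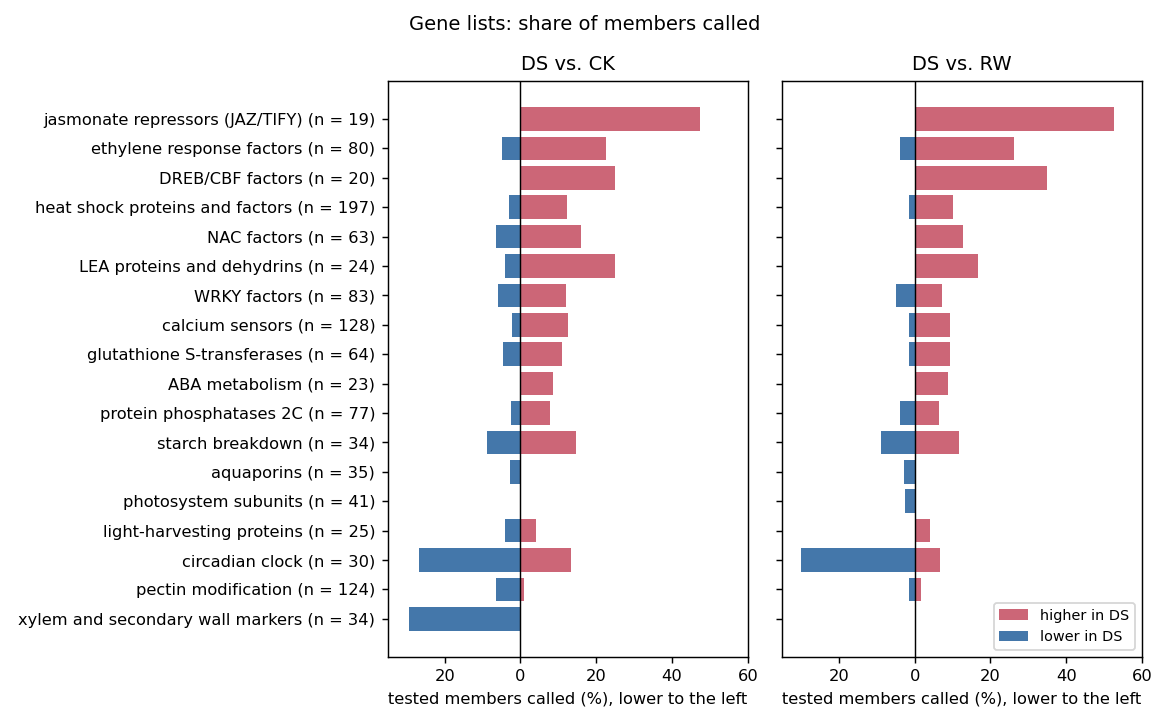
Percent of the tested members of 18 fixed lists called higher (right) and lower (left), for DS against CK and DS against RW. Of 19 JAZ/TIFY repressors 9 and 10 were called higher, and of 34 xylem and secondary wall markers 10 were called lower in DS vs. CK, a count of 4 after median-of-ratios scaling and 5 after quantile normalization.

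The comparison of DS with RW asked how drought-stressed leaves differed from leaves 2 days after rewatering. ERF109 was at 564 ± 139 TPM in DS and 2.69 ± 2.42 TPM in RW (log2 fold change 7.49, SE 0.47, limma adjusted p = 5.33e-05). PUB22, a ubiquitin ligase, was higher in DS at 111 ± 69.5 against 0.630 ± 0.412 TPM (5.96, SE 0.45), and CYP94C1, which oxidises the hormone jasmonoyl-isoleucine, at 60.6 ± 25.4 against 0.0533 ± 0.0473 TPM (5.79, SE 0.35). Lower in DS were SRK2E, at 8.01 ± 1.21 against 85.2 ± 9.63 TPM (−3.26, SE 0.20), and CCD4 (TRINITY_DN21662_c1_g2), a carotenoid cleavage dioxygenase, at 16.5 ± 7.40 against 271 ± 135 TPM (−3.96, SE 0.45). A ferritin (TRINITY_DN23595_c0_g1) was at 39.9 ± 32.6 TPM in DS and 748 ± 312 TPM in RW (−4.39, SE 0.63).

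In DS vs. RW, 957 unigenes were higher and 798 lower in DS (limma), and 1377 of the 1755 DEGs had a protein description. Fold changes above 8 were found for 220 of the higher and 80 of the lower unigenes. The median log2 fold change of all tested unigenes was −0.17, with −0.06 after median-of-ratios scaling and −0.04 after quantile normalization. The higher unigenes made 54.5% of the DEGs with TPM as deposited, 67.0% after median-of-ratios scaling (1172 higher and 577 lower) and 64.2% after quantile normalization (1094 and 611). Without RW replicate 2 the counts were 659 and 618, and 1082 of the DEGs were called again. The higher unigenes numbered 578 without DS replicate 2 and 519 without RW replicate 3, and the lower ones 513 without DS replicate 1, 384 without DS replicate 2, 450 without RW replicate 1 and 315 without RW replicate 3.

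Some transcription factors and jasmonate repressors were higher in DS than in RW. Of 80 ethylene response factors, 21 were higher, 3 lower and 56 not called (26 and 5 adjusted over the list alone; camera adjusted p = 4.46e-08, adjusted p = 0.0552 with an estimated correlation), with ERF017 at 6.94 and ERF026 at 4.72 on the log2 scale. Of 20 DREB/CBF factors, 7 were higher and 13 not called (8 higher and 2 lower adjusted over the list alone; camera adjusted p = 0.000831, adjusted p = 0.209 with an estimated correlation), and DREB1E (5.85), DREB3 (5.64) and DREB1D (5.35) were among them. Of 63 NAC factors, 8 were higher and 55 not called (8 higher and 2 lower adjusted over the list alone), including NAC081 (TRINITY_DN19987_c0_g1, 4.63) and NAC002 (2.92). The NAC list had a median of 0.02, which was −0.01 without DS 1, −0.04 without DS 2, −0.10 without RW 2 and 0.04 without RW 3, and its camera adjusted p was 0.0284 (adjusted p = 0.240 with an estimated correlation), with 0.0634 without DS replicate 2, 0.0527 without DS replicate 3 and 0.0564 without RW replicate 1. Of 83 WRKY factors, 6 were higher, 4 lower and 73 not called (11 and 9 adjusted over the list alone), with no list call (camera up, adjusted p = 0.221; median −0.11, turning positive under both scalings and ranging from −0.25 to 0.14 without 1 library). WRKY40 (TRINITY_DN15305_c0_g1) stood at 4.36 and WRKY53 at 4.15. Of 19 JAZ/TIFY repressors, 10 were higher and 9 not called (11 higher adjusted over the list alone; mean 2.26, camera adjusted p = 2.25e-15, adjusted p = 0.0552 with an estimated correlation), and TIFY10A was at 1150.0 ± 250.8 TPM in DS and 51.9 ± 7.35 TPM in RW (4.43). Of 51 jasmonate biosynthesis unigenes, 5 were higher and 46 not called (7 higher adjusted over the list alone), with OPR3 at 45.0 TPM in DS and 2.12 TPM in RW (3.80) and AOS1 at 1.76. That list was called up with a mean of 0.19 and a median of −0.08 that turned positive under both scalings (0.08 and 0.00), at camera adjusted p = 0.0366 (adjusted p = 0.711 with an estimated correlation). The median was −0.37 without DS 1, −0.28 without DS 2, 0.30 without DS 3, −0.12 without RW 1, 0.12 without RW 2 and −0.14 without RW 3. The adjusted p was 0.216 without DS replicate 1, 0.0849 without DS replicate 2, 0.0704 without RW replicate 1, 0.168 without RW replicate 3, 0.0540 after median-of-ratios scaling and 0.172 after quantile normalization. Ethylene response factor calls by limma were 13 and 3 without DS 1, 13 and 0 without DS 2, 18 and 1 without DS 3, 16 and 0 without RW 1 and 14 and 1 without RW 3. DREB/CBF calls were 4 and 0 without DS 1, DS 2 or RW 2, 3 and 0 without DS 3 and 4 and 2 without RW 1. NAC calls were 8 and 1 without CK 2 and 5 and 0 without DS 2 or RW 3. WRKY calls were 4 and 2 without DS 2, 6 and 2 without DS 3, 5 and 2 without RW 1 and 3 and 2 without RW 3. Jasmonate biosynthesis calls were 3 and 0 without CK 2 or DS 2, 2 and 0 without DS 1 or RW 3 and 4 and 1 without RW 2.

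Of the ABA pathway, CYP707A3 was at 119 ± 30.1 TPM in DS and 4.89 ± 4.13 TPM in RW (4.53), and NCED1 at 149 ± 55.7 and 22.5 ± 20.4 TPM (2.95), a call that ended without DS replicate 2 (2.67). The other 21 of 23 ABA metabolism unigenes were not called (3 higher and 5 lower adjusted over the list alone). That list's median was −0.57 and its camera direction down (adjusted p = 0.677). Of 77 protein phosphatases 2C, 5 were higher and 3 lower (7 and 4 adjusted over the list alone, camera adjusted p = 0.716). With 1 library left out, 4 were higher throughout and from 1 to 4 lower. Of 16 SnRK2 kinases, 1 was higher and 1 lower (1 and 2 adjusted over the list alone, camera adjusted p = 0.777). With 1 library left out, from 0 to 1 SnRK2 kinases were higher and 1 lower. For ABA metabolism, those ranges were 1 to 2 higher and 0 to 1 lower. Of 9 ABA receptors 1 was higher, 1 lower and 7 not called (2 and 1 adjusted over the list alone, camera adjusted p = 0.248). PYL8 was lower (−2.37) and PYL4 higher (2.72), a call that ended without CK 2 (2.72), DS 1 (2.32), DS 2 (2.72), RW 2 (2.11) or RW 3 (2.92). Of 197 heat shock proteins and factors, 20 were higher, 3 lower and 174 not called (22 and 6 adjusted over the list alone; camera adjusted p = 0.000188, adjusted p = 0.244 with an estimated correlation). HSC-2 (TRINITY_DN24927_c0_g5), a heat shock cognate protein, was higher (4.42) and HSFA3 lower (−2.66). Of 24 LEA proteins and dehydrins, 4 were higher and 20 not called (4 adjusted over the list alone), with dehydrin b (TRINITY_DN19327_c0_g1) at 2.33. The LEA list's camera adjusted p was 0.0289 (adjusted p = 0.209 with an estimated correlation), with 0.0748 without DS replicate 3, 0.0564 without RW replicate 1, 0.0702 without RW replicate 3, 0.0502 after median-of-ratios scaling and 0.112 after quantile normalization. Of 48 cuticle and wax unigenes, 8 were higher and 40 not called (9 adjusted over the list alone; camera adjusted p = 0.00384, adjusted p = 0.346 with an estimated correlation). KCS2, a 3-ketoacyl-CoA synthase that elongates fatty acids for waxes, was at 175 ± 62.3 TPM in DS and 33.2 ± 7.01 TPM in RW (2.33), and KCS20 at 49.3 ± 15.9 and 8.90 ± 2.67 TPM (2.34). Of 23 unigenes of phenylpropanoid entry, 2 were higher, 2 lower and 19 not called (5 and 2 adjusted over the list alone; camera adjusted p = 0.0102, adjusted p = 0.476 with an estimated correlation), with 2 and 1 under either scaling and a median of 0.40 that was 0.70 without RW 1 and 0.16 without RW 2. CYP73A3, the cinnamate 4-hydroxylase, was at 224 ± 27.8 TPM in DS and 50.0 ± 13.1 TPM in RW (2.17). XTH6 was at 649 ± 51.0 and 158 ± 32.6 TPM (2.05). ABA receptor calls by limma were 0 and 1 without CK 2, DS 1, DS 2, RW 2 or RW 3 and 2 and 1 without RW 1. Heat shock calls were 11 and 3 without DS 1, 10 and 3 without DS 2, 12 and 3 without RW 2 and 9 and 3 without RW 3. Cuticle calls were 5 and 0 without DS 1 or RW 1, 4 and 0 without DS 2 or RW 2, 8 and 1 without DS 3 and 3 and 0 without RW 3. Phenylpropanoid entry calls were 2 and 1 without CK 1, CK 2, CK 3, DS 1, DS 2, DS 3 or RW 2 and 1 and 1 without RW 3.

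Among the transcripts lower in DS than in RW, an F-box/kelch protein named for At1g15670 was at 1.33 ± 0.821 TPM in DS and 96.0 ± 31.1 TPM in RW (−5.39), and the universal stress protein PHOS32 (TRINITY_DN16546_c0_g2) at 0.923 ± 0.419 and 58.4 ± 11.9 TPM (−4.95). PFE2 was at 148 ± 64.4 and 989 ± 106 TPM (−2.83), and the 2 unigenes named RFS1 differed by −2.75 and −2.52. CP12-2 was lower in DS as well (−1.26), while of 30 Calvin cycle unigenes 2 were lower (2 adjusted over the list alone; 1 after median-of-ratios scaling; camera adjusted p = 0.677), of 41 photosystem subunits 1 was lower (1 adjusted over the list alone; camera adjusted p = 0.121), and of 25 light-harvesting unigenes 1 was higher (1 up and 1 down adjusted over the list alone; camera adjusted p = 0.434). Of 30 clock unigenes, 2 were higher, 9 lower and 19 not called (3 and 11 adjusted over the list alone), with LHY at 2.63 and APRR5 (TRINITY_DN22738_c0_g1) at −3.14. The clock list's camera adjusted p was 0.0366 (adjusted p = 0.549 with an estimated correlation), with 0.135 without DS replicate 2, 0.151 without RW replicate 2 and 0.0608 after median-of-ratios scaling. The 34 xylem and secondary wall markers were called down as a list (median −0.91, camera adjusted p = 0.00299, adjusted p = 0.711 with an estimated correlation) though limma called none of them, and the list's adjusted p was 0.0610 without DS replicate 2 and 0.0809 without RW replicate 1. The 92 flavonoid unigenes (1 higher, median 0.18, camera adjusted p = 0.00807, adjusted p = 0.341 with an estimated correlation) and the 360 ribosomal proteins (1 higher, median 0.13, camera adjusted p = 0.000109, adjusted p = 0.535 with an estimated correlation) were called up with hardly any called member. The flavonoid median was 0.06 without DS 1, 0.31 without DS 2, 0.36 without RW 1 and 0.01 without RW 2 (camera adjusted p = 0.0489 without RW 2), and 2 were higher after quantile normalization. The xylem median was −0.59 without DS 2 and −0.53 without RW 1, and the ribosomal one 0.30 without DS 3, 0.08 without RW 1 and 0.23 without RW 3. Calvin cycle calls by limma were 0 and 1 without DS 1, DS 2, DS 3, RW 1 or RW 2. Photosystem calls were 0 and 0 without DS 1, DS 2 or RW 3 and 0 and 2 without DS 3. Light-harvesting calls were 0 and 0 without CK 2, CK 3, DS 1, DS 2, RW 1, RW 2 or RW 3 and 1 and 1 without DS 3. Flavonoid calls were 0 and 0 without CK 1, RW 1, RW 2 or RW 3 and 2 and 0 without DS 1. Ribosomal calls were 2 and 0 without RW 3.

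By Fisher's exact test, the unigenes higher in DS than in RW were enriched for the KEGG categories plant hormone signal transduction, with 39 of 489 (adjusted p = 1.41e-06), and MAPK signaling pathway, with 29 of 314 (adjusted p = 2.78e-06). Fatty acid elongation held 8 of 33 (adjusted p = 0.000160, and 0.396 without RW replicate 3). The lower ones were enriched for circadian rhythm, with 11 of 98 (adjusted p = 0.000497). GO terms of the higher unigenes included response to chitin, with 31 of 96 (adjusted p = 6.13e-22), response to wounding, with 34 of 191 (adjusted p = 1.88e-15), and regulation of jasmonic acid mediated signaling, with 8 of 21 (adjusted p = 8.88e-06). GO intracellular sequestering of iron ion held 7 lower unigenes among 15 (adjusted p = 1.94e-05), with 0.137 without DS replicate 1, 0.189 without DS replicate 3, 0.431 without RW replicate 1 and 0.289 without RW replicate 3. The lists picked by the study on these samples, which are not independent evidence, held 12 higher and 4 lower of 29 hormone and MAPK unigenes (15 and 6 adjusted over the list alone; camera adjusted p = 0.00468, adjusted p = 0.290 with an estimated correlation) and 12 higher of 21 miRNA targets (15 adjusted over the list alone; camera adjusted p = 4.06e-21, adjusted p = 0.0120 with an estimated correlation). Of the study's 30 plant-pathogen and MAPK unigenes, 7 were higher, 6 lower and 17 not called (12 and 7 adjusted over the list alone). That list had a median of 0.34, a mean of −0.06 and a camera adjusted p of 0.0921. All 10 qRT-PCR unigenes were called, 7 higher and 3 lower (7 and 3 adjusted over the list alone; camera adjusted p = 1.17e-05, adjusted p = 0.0491 with an estimated correlation). Hormone and MAPK calls by limma were 6 and 3 without DS 1, 6 and 2 without DS 2 and 5 and 2 without RW 3. Plant-pathogen and MAPK calls ranged from 3 to 6 higher and from 2 to 11 lower with 1 library left out, with 5 and 11 without RW 2.

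The comparison of RW with CK asked which transcripts had not returned 2 days after rewatering. A single unigene was called, 3AT1 (TRINITY_DN23805_c0_g4), at 0.420 ± 0.478 TPM in RW and 42.0 ± 9.73 TPM in CK (log2 fold change −4.95, SE 0.34, limma adjusted p = 0.00302). It had fallen to 0.593 ± 0.117 TPM in DS, so it did not come back with water. With a pseudocount of 0.1 in place of 1 this call ended (−6.88). Limma called 0 unigenes higher in RW than in CK, with 866 higher and 1068 lower at an unadjusted p under 0.05. The higher count was 1 without CK replicate 1, 3 without CK replicate 2 and 1 without CK replicate 3. The simulated test of this comparison planted changes in unigenes with a mean of at least 5 TPM. It recovered 20% of changes of 1.5 and 74% of changes of 2.5 on the log2 scale. Smaller lasting changes were therefore mostly out of reach. HSP83A, a heat shock protein, was at 2.88 ± 0.634 TPM in CK, 30.1 ± 7.17 TPM in DS and 14.0 ± 7.73 TPM in RW, and its difference of 1.81 between RW and CK was not called (adjusted p = 0.634). XTH6 stood at 377 ± 65.2 TPM in CK and 158 ± 32.6 TPM in RW (−1.26, adjusted p = 0.495), and PFE2 at 580 ± 248 and 989 ± 106 TPM (0.84, adjusted p = 0.769).

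As lists, 11 of 40 were called between RW and CK though limma called no member of them over all genes, and 1 expansin or xyloglucan unigene and 1 cuticle unigene adjusted over the list alone. Aquaporins (median −0.30, camera adjusted p = 0.00398), pectin modification (−0.36), xylem and secondary wall markers (−0.99), pathogenesis-related proteins (−0.28), cuticle and wax (−0.31), expansins and xyloglucan enzymes (−0.31) and cell division markers (−0.24) were called down, and antioxidant enzymes (0.20), starch breakdown (0.18), clock (0.16) and WRKY factors (0.23) up. Medians that moved by over 1.5 times were for aquaporins −0.46 without RW 1, for pectin −0.14 without CK 2 and −0.57 without RW 1, for xylem −1.59 without RW 1, for pathogenesis-related −0.18 without RW 2, for cuticle −0.19 without CK 2 and −0.17 without RW 2, for expansins −0.62 without CK 1, −0.20 without CK 2 and −0.59 without RW 1, for cell division −0.14 without CK 2, for starch 0.34 without CK 1, 0.46 without RW 1, 0.10 without RW 2 and 0.30 without RW 3, for the clock 0.29 without RW 1, and for WRKY factors 0.08 without CK 1 and −0.01 without RW 1. The 11 lists had adjusted p = 0.572 to 0.759 with an estimated correlation. The miRNA targets picked by the study on these samples, which are not independent evidence, went up too (camera adjusted p = 0.0240, adjusted p = 0.731 with an estimated correlation), with 0.222 without CK replicate 2, 0.0569 without CK replicate 3, 0.0586 without RW replicate 2 and 0.0599 without RW replicate 3. Without RW replicate 3 the camera adjusted p of all 11 lay between 0.0558 and 0.0840. Without CK replicate 2 it was 0.203 for the xylem, 0.222 for the cell division and expansin lists, 0.223 for pectin, 0.253 for cuticle, 0.0594 for antioxidant, 0.325 for starch and 0.402 for clock. Single list calls also ended without CK replicate 1 (WRKY, 0.141), without CK replicate 3 (WRKY, 0.140, starch, 0.287, clock, 0.0758, and xylem, 0.0715), without DS replicate 2 (WRKY, 0.0617, and clock, 0.0547), without RW replicate 1 (WRKY, 0.654), without RW replicate 2 (starch, 0.989, clock, 0.585, expansins, 0.0557, and xylem, 0.0586) and, for the clock, after quantile normalization (0.0599).

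Drought changes were set against both watered groups. Against the mean of CK and RW, 1305 unigenes were higher and 1334 lower in DS (limma, 2639 DEGs), with 1681 DEGs without DS replicate 1 and 1403 without DS replicate 2. The 2 drought comparisons shared 1262 DEGs with the same direction, 776 higher and 486 lower, and limma found 0 with opposite directions. ERF109, DREB1E, TIFY10A, CYP707A3, LHY and dehydrin b were among the shared higher unigenes. Among the shared lower ones were SRK2E, DRM1, APRR5 (TRINITY_DN22738_c0_g1), PYL8, HSFA3 and CP12-2. Independent lists of these sizes would share 22.9 higher and 20.5 lower unigenes, and 20 simulations of unchanged groups that shared the DS libraries gave 0. Unchanged groups hold hardly any DEG in either comparison, so this 0 was fixed in advance and says nothing about the overlap. The covariance of the fold changes was 0.543 against 0.127 in the simulations (r = 0.761 against 0.501 across genes), and part of the overlap may come from the shared DS libraries, which are too few to split. The overlap was 756 without CK replicate 3, 717 without DS replicate 2, 835 without RW replicate 1 and 727 without RW replicate 3. At an unadjusted p it was 3157.

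The return after rewatering was measured as the RW minus CK difference divided by the DS minus CK difference, so that 0 is a full return to CK and 1 is none. Over the 2209 DEGs of DS vs. CK its median was 0.130 (quartiles −0.0156 and 0.344), with 0.126, 0.157 and 0.121 for RW replicates 1, 2 and 3 alone. Unigenes that rose in DS had a median of 0.0820 and those that fell 0.220. The ratio was below 0.5 for 85.8% of them, and 314 were at 0.5 or above, 68 of the increases and 246 of the decreases. With DEGs called and measured without RW replicate 2, the medians were 0.102 for increases and 0.185 for decreases. Then 100 increases and 185 decreases were at 0.5 or above. TIFY11C went from 4.66 TPM in CK to 242 in DS and 4.55 in RW, SRK2E from 82.1 to 8.01 and 85.2, and DRM1 from 1458 to 73.1 and 1552, whereas WRKY70 was at 34.5, 1.41 and 14.0 TPM and IRX12 at 140, 17.4 and 39.6 TPM. Choosing DEGs and measuring the ratio on the same CK libraries could move the ratio, and with DEGs called on the other CK libraries it was 0.0611, 0.00657 and 0.0741 when measured against CK replicate 1, 2 or 3. It was 0.170 without CK replicate 1, 0.0944 without CK replicate 3, 0.0912 without DS replicate 1 and 0.0892 without DS replicate 2. No difference between the medians of increases and decreases was tested.

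**Figure D5:**
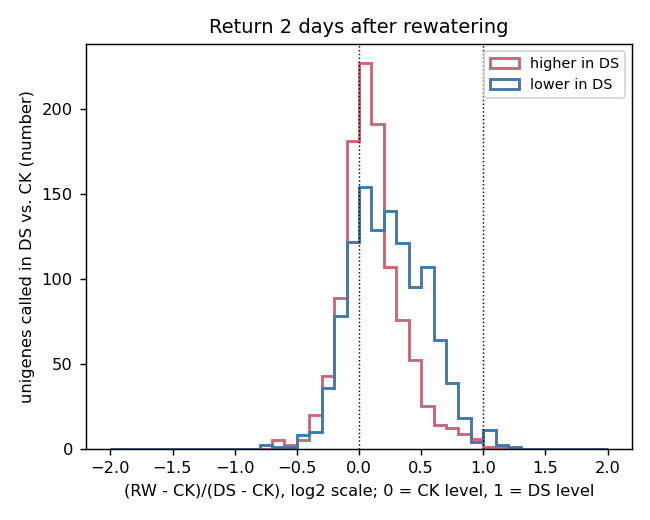
Histogram of the return ratio, (RW − CK)/(DS − CK) of fitted log2 values, over 2209 DEGs of DS vs. CK, for increases and decreases apart, with 0 for a full return to CK and 1 for none. The median was 0.0820 for increases and 0.220 for decreases (0.102 and 0.185 without RW replicate 2).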

Values the study reported

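The study tested unigenes with edgeR at p < 0.05 with an absolute log2 fold change above 1. It reported 3,065 DEGs in DS vs. CK, 2,508 in DS vs. RW and 205 in RW vs. CK, 3,905 in total. DS vs. CK and DS vs. RW shared 1,737 DEGs by its count, of which 1,219 were upregulated and 517 downregulated in both. It also counted TRINITY_DN21640_c0_g2 as shared, with opposite directions in these comparisons. Its assembly gave 52,457 unigenes.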

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

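Of the tests in this part, those of RNA from another organism, of a drought-stressed plant under the RW label and of the clock were chosen only after the result was seen.

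RW replicate 2 held 3618 unigenes at 5 TPM or more that lay under 0.5 TPM in each of the other 8 libraries, with 5.23% of its summed TPM (52036.5 TPM), against 13 to 166 such unigenes and at most 0.182% in any other library; of the 166, in CK replicate 3, 123 had a hit, 26.0% a legume one and 13.0% one named Medicago truncatula, and their source was not tested. None of them entered the tests, since a unigene had to reach 1 TPM in 3 libraries. Of the 3618 unigenes of RW replicate 2, 1837 had a protein hit. Among these 1837, 78.9% had a hit named Medicago truncatula (80.6% over all unigenes) and 97.2% a legume hit (94.7%). For them, this argues against RNA from an organism other than a legume. The others had no hit and could not be placed. With TPM summed by SwissProt symbol, the median r of RW replicate 2 was 0.871 with DS and 0.919 with CK and the other RW libraries. This difference of −0.0474 argues against a drought-stressed plant under the RW label. Plants of another genotype, whose alleles were assembled as separate unigenes, are a candidate explanation. In RW replicate 2, the 3230 other unigenes with the same descriptions had a median log2 ratio of −0.27 to the other RW libraries. The remaining unigenes of that library had −0.10 (difference −0.17). For RW replicates 1 and 3, the median over the 3230 unigenes was 0.05 and 0.02. Their reference includes RW replicate 2, whose low values raise them, so they are no independent control.

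LHY and REVEILLE 8 rose in DS, and TRINITY_DN22738_c0_g1 (symbol APRR5, described as APRR9) fell. These changes could come from an effect of drought on the clock or from a different hour of harvest, which the labels do not give. Day- and evening-phased clock unigenes, a set that includes 3 named APRR2, had a median log2 fold change of −1.42 in DS vs. CK, with 9 of 20 lower, and −0.0111 in RW vs. CK. Morning-phased ones had a median of 0.10, with 4 of 12 higher, and 3 of those 12 are described as other proteins (2 YUCCA10, 1 tRNA nucleotidyltransferase). Without those 3, the middle value was that of RVE6, 0.47, just under 0.5. ELF4 (−3.09), ADO3 (−3.07), PRR37 (−1.95) and LUX (−1.80), singled out after their values were seen, fell in DS vs. CK. The morning median lies under the 0.5 set as the sign of another harvest hour and above the 0 set as the sign against it, and the return of the evening set in RW goes with either explanation, so they cannot be told apart.

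Other groupings of the same libraries were fitted, each as 2 groups. Splits of 3 against 3 libraries are too few for a share under 0.05. DS vs. CK gave 1748 DEGs and at most 2 in another split (1 of 10 splits as large, the real one included), DS vs. RW 1151 and at most 0 by limma (1 of 10; at an unadjusted p 5301 and at most 1973), and RW vs. CK 2 and at most 3 (2 of 10). For DS against CK and RW together, 1 of 84 splits was as large, the real one with 2592 DEGs against at most 15. This share is the smallest that 84 splits can give, and it argues against chance for that count. A split that mixes the groups keeps the DS difference within its own groups, which lowers its count. No split can tell drought from another difference shared by the 3 DS libraries.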

How the results depend on the processing

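Of the alternatives in this part, both scalings and both sums were chosen only after the data were seen. Over 26 settings, 259 of 394 recomputed summary values stayed within 1.5 times (for the return, 1 SD between RW libraries) and 135 moved, by limma and camera. Only the return could reverse, and it reversed in 0 settings. The other summary results are counts, which cannot reverse. The cause of the moves was not tested. Counts are given as higher and lower. An unadjusted p gave 2377 and 3981 for DS vs. CK, 2204 and 3150 for DS vs. RW, 866 and 1068 for RW vs. CK, 5737 for DS against the mean, an overlap of 3157, a return of 0.264, and 9 KEGG categories lower in DS vs. CK and 10 higher in DS vs. RW; with no minimum fold, 5 were lower in DS vs. CK. Only the 6 libraries of the pair gave 463 lower in DS vs. RW, 1 higher in RW vs. CK, an overlap of 825, 2 lists lower in DS vs. CK, 1 lower in DS vs. RW and 2 higher in RW vs. CK, and 1 KEGG category lower in DS vs. RW. A pseudocount of 0.1 gave 0 lower in RW vs. CK (limma, 995 at an unadjusted p), 2 lists higher there and 6 KEGG categories lower in DS vs. CK. A pseudocount of 5 gave 667 lower in DS vs. CK, 473 lower in DS vs. RW, 1478 against the mean, a return of 0.101, 2 lists lower in DS vs. CK, and KEGG counts of 3 and 5 in DS vs. CK and 1 lower in DS vs. RW. No filter gave 3 lists lower in DS vs. CK and 1 higher in RW vs. CK; 5 TPM in 3 libraries gave 0 lists lower in DS vs. RW (camera), 2 higher in RW vs. CK, and 6 KEGG categories lower in DS vs. CK and 1 in DS vs. RW. With 1 gene per Trinity component, 689 rose in DS vs. CK and 633 in DS vs. RW, 0 fell in RW vs. CK, 1633 were called against the mean, 2 lists were higher in RW vs. CK, and 6 and 1 KEGG categories lower in the drought comparisons. Median-of-ratios scaling gave 3 lists lower in DS vs. CK, 1 in DS vs. RW, and 1 KEGG category lower in DS vs. RW; quantile normalization 5 lists higher in DS vs. CK and 1 KEGG category lower in DS vs. RW. Sums by protein description gave 621 higher in DS vs. CK, 551 in DS vs. RW, 0 lower in RW vs. CK, 1454 against the mean, an overlap of 807 and a return of 0.157; sums by SwissProt symbol gave 391 and 419, 357 and 336, 0 lower in RW vs. CK, 838 and an overlap of 509, with fewer units tested (18916 and 10147). DEGs called without CK replicate 1, 2 or 3 and measured with it gave returns of 0.0611, 0.00657 and 0.0741. With an estimated inter-gene correlation camera called 0 fixed lists in each comparison and direction.

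Without each library in turn, DS vs. CK ranged from 570 to 1127 higher and 352 to 1290 lower, DS vs. RW from 519 to 862 and 315 to 682, and RW vs. CK from 0 to 3 higher (limma) with 1 lower throughout. DS against the mean ranged from 1403 to 2642, the overlap from 717 to 1055 and the return from 0.0892 to 0.170. Lists lower in DS vs. CK ranged from 1 to 5 and in DS vs. RW from 0 to 4, and in RW vs. CK from 0 to 4 higher and 0 to 8 lower. KEGG categories ranged from 2 to 7 higher and 1 to 8 lower in DS vs. CK, and from 2 to 6 and 1 to 3 in DS vs. RW. Of 5203 values of named unigenes over 20 settings, 4771 kept direction and side of the threshold, 423 lost the call, 8 gained it and 1 reversed, TRINITY_DN16578_c0_g1 in RW vs. CK (−0.17; from −0.36 without RW replicate 1 to 0.00392 without RW replicate 2).

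The replicate number as a block gave 727 lower in DS vs. CK, a return of 0.106, 3 lists lower in DS vs. CK and 2 higher in RW vs. CK, and KEGG counts of 3 and 1 in DS vs. CK and 1 lower in DS vs. RW. Residuals of libraries with the same number correlated at −0.0945 to 0.0627, and not every library correlated best with its own number. Median-of-ratios size factors and library totals in a count fit, a filter on CPM, the DESeq2 Wald test and the edgeR exact test need counts and were not run; the planned limma alternative became the analysis itself. TPM does not keep depth, so what depth limits could not be computed.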

Other observations

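At the study's thresholds, an unadjusted p with a log2 fold change beyond 1, limma called 6358 unigenes in DS vs. CK, 5354 in DS vs. RW and 1934 in RW vs. CK, and 3157 in both drought comparisons with the same direction. Each of these is higher than the number the study reported. The study used edgeR, so the counts come from different tests and are not like for like.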
